A study of Mus musculus with 16 samples. Its data were reported in "Mettl3-mediated mRNA m6A modification controls postnatal liver development by modulating the transcription factor Hnf4a" (2022).

How the data were processed

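Livers of Control mice and of hepatic Mettl3 cKO mice had been taken at P1, W1, W2 and W4 with 2 libraries for each of the 8 groups, and the study also lists livers of 8 weeks, which were not analysed here. According to the labels and the study's methods, poly(A) RNA was made into paired-end libraries, the reads were aligned to mm10 with HISAT2 and differential expression was computed with DESeq2 by the authors. The values used here are the FPKM per gene and library as deposited by the authors, in a table of 53379 genes; the tool that counted reads and the annotation are not given in the sources used here. All 16 value columns were matched to a sample and 0 remained unmatched. Groups were taken from the age, genotype and replicate number in the labels.

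FPKM values of a gene rise in steps of 1 read, and the assigned depth of each library was estimated from these steps with the gene lengths of the GENCODE M21 annotation of mm10, a copy that may differ from the authors' annotation (99.8% of genes had a length there). The estimates ran from 10.8 M to 15.5 M reads, and 52.2% of the tested values lay within 0.05 reads of a whole number. The reads recovered in this way summed to 118.9 to 134.7% of the estimated depth, so the depths are approximate. A read in a gene of 2 kb was worth 0.0323 to 0.0464 FPKM, and values near this step rest on few reads.

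The plan was made before the data were examined and assumed that the unit was not known, with a test for counts and a test for FPKM, and the latter was used. Genes with at least 1 FPKM in at least 2 libraries were kept (14913), 1 FPKM was added, and the log2 values were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient for each group and an intensity trend in the variance. Each age was compared by the libraries labelled cKO minus Control, the mean effect by the average over the 4 ages, the dependence on age by the joint test of the 3 differences, and development by W4 minus P1 in Control. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and log2 fold changes are those of FPKM plus 1. SE is the standard error of the limma coefficient, and SD is that of 2 libraries.

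The 34 gene lists were fixed before the data were examined and cover m6A writers, erasers and readers, liver transcription factors, genes of the study's m6A qPCR, Hnf4a targets, secreted proteins, xenobiotic, bile acid, urea cycle and amino acid, fatty acid oxidation, lipogenic, cholesterol, lipid droplet, glucose and glycogen, growth hormone and IGF, fetal, ductal, stellate, TGF-beta, endothelial, macrophage, erythroid, neutrophil, lymphocyte, cell cycle, p53 and apoptosis, integrated stress and unfolded protein response, interferon, acute phase, circadian, pericentral, periportal, sex chromosome, mitochondrially encoded and immediate early genes. They were written from general knowledge, and some share members. Each was tested with camera of limma, which compares a list with all other genes, at a preset correlation of 0.01 between genes, adjusted over all 136 tests, and again with the correlation estimated from the data. Members were also counted by their calls over all genes and adjusted over the list alone.

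Genes named in the text were chosen by a rule set before the data were examined, namely Mettl3, up to 4 members of each list with the smallest adjusted p at an age, genes of the lists that the study's text names, and the 5 largest and 5 lowest log2 fold changes at each age and for the mean effect. The latter had to be called, to reach a mean of 5 FPKM in the higher group and to have both cKO libraries on the same side of both Control libraries, and names of predicted genes and pseudogenes were left out. Igf2bp1 was not tested because of its low values, and some genes that met the rule are not reported here.

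The deposited scale was used throughout, and the gene counts, the interaction and the Hnf4a list were repeated after median-of-ratios rescaling as planned. Rescaling of the other list tests, of the developmental score and of the signs shared between ages was chosen after seeing the data. Also set before the data were examined were fits with no filter on low values, 0.1 FPKM added in place of 1, the replicate number as a block, each age fitted alone, each library left out, the study's threshold and an added threshold of 1 on the log2 fold change. Scaling to the total of nuclear genes, limma-voom on recovered reads, a term for sex, fits without the W1 or W2 libraries and a fit of W2 and W4 alone were chosen after seeing the data. Sex was read from Xist and from Eif2s3y (male at 1 FPKM or more).

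The procedure was tested on simulated data in which 200 genes were changed at 1 age, with 1 dispersion (0.0437) for all genes. At P1 (14127 genes in the fit) it recovered 95.5% of genes changed 4-fold, 17.9% of those changed 2-fold and 1.5% of those changed 1.5-fold, and made 12 false calls beside them and 6 calls in data with no effect. At W1 (14112 genes) the shares were 95.5, 13.4 and 1.5% with 13 false calls and 10 calls with no effect, at W2 (14110 genes) 92.4, 13.4 and 3% with 8 and 1, and at W4 (14118 genes) 89.4, 16.4 and 0% with 9 and 2. The real data gave 4344 calls at W2 and 8833 at W4. The adjusted threshold is less strict when so many genes differ, so the simulated shares do not carry over to these ages. Development was scored at each age by genes that changed in Control between 2 ages with other Control libraries. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.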

Results

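RNA-sequencing was performed on mouse livers collected at 4 ages after birth, namely postnatal day 1 (P1), week 1 (W1), week 2 (W2) and week 4 (W4), from Control mice and from mice in which Mettl3 was deleted in hepatocytes (Mettl3 cKO). Mettl3 is the catalytic subunit of the complex that writes N6-methyladenosine (m6A) on mRNA, and the deletion was driven by Cre recombinase under the albumin promoter. The 16 libraries formed 8 groups of 2, each group being 1 genotype at 1 age. Expression was given as FPKM, and 14913 genes were tested. The depth of a library, read from the steps between its low values, lay between 10.8 M and 15.5 M assigned reads, so that 1 read in a gene of 2 kb was worth 0.0323 to 0.0464 FPKM. Spearman's rho between the replicates of a group lay between 0.96 and 0.977 across genes.

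Mettl3 transcripts were not lower in the libraries labelled cKO at any age. At P1 Mettl3 (ENSMUSG00000022160, mm10 chromosome 14, 52294841 to 52305128, minus strand) stood at 7.79 and 8.12 FPKM in the Control libraries and at 11.3 and 9.06 FPKM in those labelled cKO. The values were 5.46 and 5.53 against 8.86 and 7.24 FPKM at W1, 4.94 and 6.41 against 7.21 and 6.72 FPKM at W2, and 7.83 and 6.40 against 9.20 and 9.25 FPKM at W4. No age passed the test alone (log2 fold change 0.32, 0.47, 0.26 and 0.34 in order of age, SE 0.16 each), while the mean over the 4 ages did (0.35, SE 0.08, adjusted p = 0.00364). That call was lost after median-of-ratios rescaling (0.13, SE 0.07, adjusted p = 0.151), which turned the direction at W2 and W4 (-0.08 and -0.11), and with a term for sex (0.33, adjusted p = 0.0757). The floxed part spans exons 2 to 4 of 11, or 799 of the 2025 nt of the annotated transcript (39.5%), and a value per gene also counts reads from the exons that remain. It therefore does not check the genotype labels, and every direction below is that of the libraries labelled cKO relative to Control. The study itself reported loss of Mettl3 in cKO livers by RT-qPCR, from P1 on, and by western blot. Those are other measures than the FPKM of the whole gene, which does not contradict them.

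**Figure D1:**
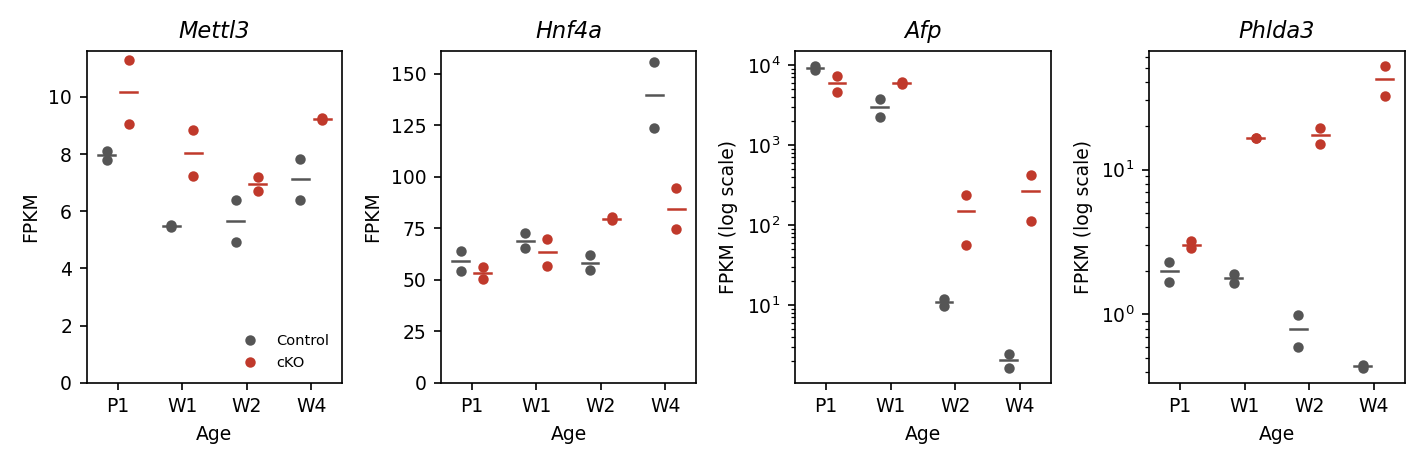
FPKM of Mettl3, Hnf4a, Afp and Phlda3 in each of the 16 libraries by age, with points for libraries (grey, Control; red, libraries labelled cKO) and short lines for group means; the axes of Afp and Phlda3 are logarithmic. Hnf4a differed by the test at W4, where the Control libraries stood at 156 and 124 FPKM and those labelled cKO at 74.9 and 94.4 FPKM.

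The groups also differed in sex and in mitochondrial transcripts. By Xist and Y-linked transcripts, both W1 Control livers were male and both W1 livers labelled cKO were female, so that sex and genotype coincided at that age. At P1, Control replicate 1 was male and the other 3 libraries female, and all libraries of W2 and W4 were male, which made 11 male and 5 female libraries. Mitochondrially encoded genes took 58.1 and 59.0% of the summed FPKM in the W2 Control libraries against 25.2 and 43.8% in those labelled cKO. At P1 the order was the opposite, with 22.7 and 14.8% in Control and 34 and 29.9% in the libraries labelled cKO, and at W1 the shares were 29.4 and 22% against 24.6 and 34.7%. At W4 the share was 15.9 and 30.5% in Control and 20.8 and 21.4% in the libraries labelled cKO.

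**Figure D2:**
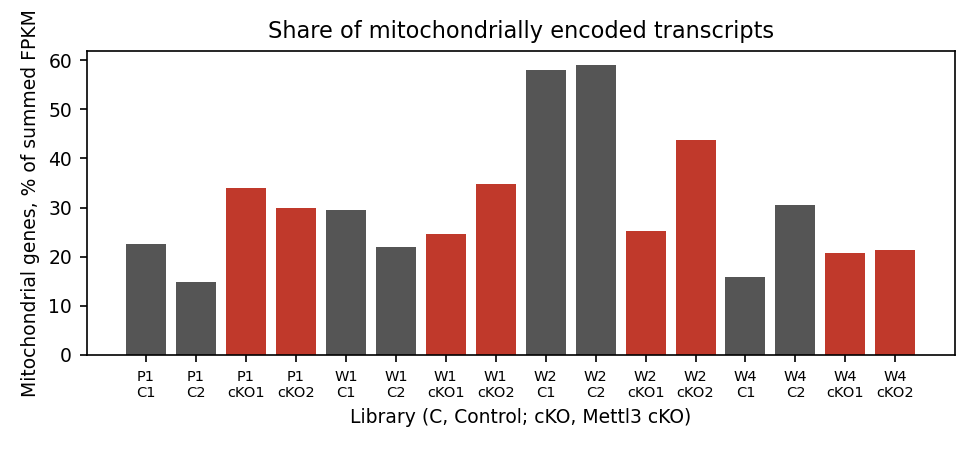
Share of the summed FPKM taken by mitochondrially encoded genes, in percent, with 1 bar for each library (grey, Control; red, labelled cKO). The W2 Control libraries, at 58.1 and 59.0%, stand above all others.

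At P1, 1 day after birth, few genes differed between genotypes. Col20a1, a collagen chain gene, rose from 1.27 ± 0.173 to 27.4 ± 13.4 FPKM (mean ± SD, n = 2 per group; log2 fold change 3.57, SE 0.34, adjusted p = 0.00291 by limma). Zpr1 rose by 2.79 (SE 0.34), Trip10 by 1.92, Bcas1 by 1.71 and the potassium channel gene Kcnk16 by 1.59 on the log2 scale. Cyp1a2, a cytochrome P450 of pericentral hepatocytes, fell from 74.9 ± 11.1 to 15.0 ± 5.16 FPKM (log2 fold change -2.27, SE 0.29, adjusted p = 0.00833). The retinol dehydrogenase family gene Rdh16f2 changed by -2.17, the urea cycle gene Ass1 by -1.78, the carbonic anhydrase gene Car3 by -1.76 and the lipoprotein lipase gene Lpl by -1.43.

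In total 25 genes were called at P1, 11 higher and 14 lower in the libraries labelled cKO, and 1652 genes had an unadjusted p under 0.05. With the total of nuclear genes as the scale the split was 30 higher and 9 lower. The count was 2 without cKO replicate 1, 11 without Control replicate 1 and 16 without Control replicate 2, of the 10 genes named above only Col20a1 kept its call in the first case, and simulated libraries had given 12 false calls beside changed genes and 6 with no effect at this age. It was 98 without the filter on low values, 12 with a term for sex and 1 with the P1 libraries alone, where all 10 of these genes, Col20a1 included, lost their call.

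Several gene lists lay lower or higher at P1 with few members called. Of 18 urea cycle and amino acid catabolism genes 1 fell, Ass1, and 12 were lower when adjusted over the list alone (median log2 fold change -0.68; camera adjusted p = 4.55e-10, adjusted p = 0.125 with an estimated correlation). Its members Sds and Slc25a15 stood at -1.91 (adjusted p = 0.118) and -0.89 (adjusted p = 0.165). Of 12 periportal genes 1 fell, and 7 were lower adjusted over the list alone (camera adjusted p = 9.79e-08, adjusted p = 0.135 with an estimated correlation), and of 14 pericentral genes 1 fell and 5 were lower adjusted over the list alone (0.00142, adjusted p = 0.135 with an estimated correlation). None of 30 secreted plasma protein genes was called by limma, over all genes or adjusted over the list alone, but the list lay lower as a whole (median -0.46, camera adjusted p = 1.94e-05, adjusted p = 0.629 with an estimated correlation). The 27 interferon-stimulated genes lay higher with 0 called either way (median 0.57, camera adjusted p = 4.76e-07, adjusted p = 0.61 with an estimated correlation). The 13 mitochondrially encoded genes lay higher too, with 0 called either way (median 0.85, camera adjusted p = 9.53e-06, adjusted p = 0.585 with an estimated correlation), and on the nuclear scale the median was -0.27 for the secreted proteins and turned to 0.03 for the pericentral genes (-0.12 as deposited). The 15 genes of fetal liver lay lower with 0 called over all genes and 2 lower adjusted over the list alone (median -0.64, camera adjusted p = 1.68e-05, adjusted p = 0.282 with an estimated correlation). Igf1, the growth factor that the liver releases under growth hormone, stood at -0.94 (SE 0.17, adjusted p = 0.0555).

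The study reported that Hnf4a, a master transcription factor of hepatocytes, and its targets were repressed without Mettl3. For Hnf4a it used RT-qPCR and western blot at several ages, and for the targets gene set enrichment, also at P1. The FPKM of 2 libraries per group and the 30 targets listed here are other measures and do not test those results. At P1 Hnf4a (mm10 chromosome 2, 163506808 to 163572910) stood at 59.2 ± 6.69 FPKM in Control and 53.4 ± 4.30 FPKM in the libraries labelled cKO (log2 fold change -0.15, SE 0.18, adjusted p = 0.794). None of 30 known Hnf4a targets was called by limma, and 0 adjusted over the list alone (median -0.24, or -0.06 on the nuclear scale, camera adjusted p = 0.127). The apolipoprotein genes Apoa2 and Apoc3 stood at -0.31 and -0.49, the bile acid gene Cyp8b1 at -0.50 and Mttp, which loads lipid onto lipoproteins, at -0.31, none of them called. With the total of nuclear genes as the scale Hnf4a turned to 0.04.

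At W1 part of the p53 target genes and of the interferon-stimulated genes rose. Phlda3 (mm10 chromosome 1, 135766119 to 135769136), a p53 target that restrains Akt signalling, went from 1.78 ± 0.185 to 16.5 ± 0.105 FPKM (log2 fold change 2.66, SE 0.21, adjusted p = 6.91e-05). The apoptosis gene Bax rose by 1.57, Aen by 1.74 and Ccng1 by 1.19, and 6 of 19 p53 and apoptosis genes rose and 0 fell (10 rose adjusted over the list alone; camera adjusted p = 3.7e-08, adjusted p = 0.125 with an estimated correlation). Of 27 interferon-stimulated genes 5 rose, and 19 adjusted over the list alone (median 1.10, camera adjusted p = 1.27e-09, adjusted p = 0.485 with an estimated correlation). Among them Oasl1 rose by 1.97, Isg15 by 1.94, the chemokine gene Cxcl10 by 1.52 and Ifit2 by 1.10, all of which lost their call with a term for sex (Isg15 0.43, adjusted p = 0.962). At W2, where all livers were male, 2 of the 27 interferon-stimulated genes rose and 1 fell, or 1 and 0 adjusted over the list alone (median 0.10), and the list differed from W1 (camera adjusted p = 6.66e-13, adjusted p = 0.391 with an estimated correlation).

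Outside these groups Col20a1 rose by 4.58 (SE 0.34), Necab2 by 3.31 (SE 0.19) and the microRNA gene Mir5119 by 2.82 (SE 0.52). Tgm7, a transglutaminase gene, was listed at 0 in both Control libraries and at 6.43 and 5.31 FPKM in those labelled cKO. Xist rose by 5.68 and the Y-linked genes Eif2s3y, Kdm5d and Uty changed by -4.24, -2.14 and -1.69, and of the 5 listed sex chromosome genes 4 fell and 1 rose, with the same counts adjusted over the list alone (median -2.14, camera adjusted p = 0.00242, adjusted p = 0.282 with an estimated correlation). The sulfotransferase genes Sult2a2 and Sult2a1 changed by -4.73 and -3.57, the anion transporter gene Slc22a7 by -3.28 and the immunoglobulin segment Igkj4 by -3.66. The Sult2a genes are near-identical copies whose reads could be split between them, so their separate values are uncertain.

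Metabolic genes at W1 went both ways. Nr1i3, the xenobiotic receptor CAR, fell from 163 ± 43.6 to 26.8 ± 13.8 FPKM (log2 fold change -2.63, SE 0.46, adjusted p = 0.00689), and Cyp1a2 changed by -1.67, Igf1 by -0.90 and the transporter gene Slco1b2 by -0.82. Of 18 urea cycle and amino acid genes 3 fell, with 3 adjusted over the list alone, namely Sds (-1.73), Tdo2 (-1.03) and Hal (-0.93), and the list lay lower (camera adjusted p = 0.000952, adjusted p = 0.294 with an estimated correlation). Of 20 fatty acid oxidation genes 3 rose, and 4 adjusted over the list alone, namely Acot1 by 2.54, Cyp4a14 by 1.42 and Cpt2 by 0.75 over all genes (camera adjusted p = 0.0443, adjusted p = 0.826 with an estimated correlation). Apoa4, an apolipoprotein gene and Hnf4a target, rose by 2.62. Of 18 m6A writers, erasers and readers 3 rose, and 5 adjusted over the list alone, with the reader genes Ythdf2 at 1.10 and Ythdf1 at 0.79 (camera adjusted p = 0.0211, adjusted p = 0.731 with an estimated correlation). Of 22 macrophage markers Marco alone rose, by 1.10, also adjusted over the list alone (median 0.49, camera adjusted p = 0.00873, adjusted p = 0.731 with an estimated correlation).

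Hnf4a stood at 69.0 ± 5.13 and 63.3 ± 9.08 FPKM at W1 (log2 fold change -0.13, adjusted p = 0.766). Of the 30 Hnf4a targets 2 rose and 1 fell, or 2 and 3 adjusted over the list alone, and the list did not pass (median -0.08, mean 0, camera adjusted p = 0.152). With an estimated correlation the camera adjusted p of the list was 0.774. Its median was -0.21 without W1 Control replicate 1, and ranged from -0.30 to 0.03 with a W1 library left out. Afp, a fetal serum protein gene, stood at 1.03 (SE 0.63, adjusted p = 0.412) and Alb at -0.26 (adjusted p = 0.693).

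In all 720 genes were called at W1, 483 higher and 237 lower, and the split was 369 and 349 after median-of-ratios rescaling and 764 and 194 on the nuclear scale. The count was 223 and 246 without Control replicate 1 and 2, 292 and 259 without cKO replicate 1 and 2, and 18 with a term for sex. Each of these libraries left out cost 17 or 18 of the named genes their call, Isg15, Cxcl10, Igf1, Cpt2 and Sds among them each time, and with the term for sex Xist and Eif2s3y turned to -0.21 and 0.48 and 29 further named genes lost their call, Bax, Nr1i3 and Ythdf2 among them, whereas Col20a1, Necab2 and Phlda3 did not.

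At W2 most listed genes of fatty acid oxidation, lipid droplets and the p53 response rose. Of 20 fatty acid oxidation and PPARα target genes 17 rose and 0 fell, or 18 and 0 adjusted over the list alone (median log2 fold change 1.12, camera adjusted p = 4.66e-06, adjusted p = 0.485 with an estimated correlation). Cyp4a14 rose from 46.6 and 66.6 FPKM in Control to 424 and 403 FPKM (log2 fold change 2.87, SE 0.29, adjusted p = 6.14e-05), Acot1 by 2.61, Cpt2 by 1.65 and the carnitine carrier gene Slc25a20 by 1.31. Of 13 lipid droplet genes 8 rose and 0 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.0121, adjusted p = 0.485 with an estimated correlation), and Fitm1, Plin4, Plin5 and Fitm2 rose by 2.79, 2.52, 1.95 and 1.67. Of 19 p53 and apoptosis genes 13 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 4.71e-05, adjusted p = 0.135 with an estimated correlation), with Phlda3 at 3.35, Bax at 1.57, Ccng1 at 1.45 and the death receptor gene Tnfrsf10b at 1.25.

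The median gene was shifted upward at W2 by 0.22 on the log2 scale as deposited, and by -0.02 after median-of-ratios rescaling. After rescaling Cyp4a14 rose by 2.48, Plin4 by 2.39 and Phlda3 by 3.22, and 9 fatty acid oxidation, 7 lipid droplet and 11 p53 genes rose. On the nuclear scale the counts were 9, 6 and 10.

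Among single genes at W2, Npb, a neuropeptide gene, rose by 4.53 (SE 0.42), Apoa4 by 3.90, the glutathione transferase gene Gstp2 by 3.79, Tff3 by 3.77 and the hepcidin gene Hamp by 3.68. Sult2a1 and Sult2a2 changed by -6.19 and -5.31 (uncertain, as above) and Cyp2b9 by -3.71. The mitochondrial tRNA genes mt-Tq and mt-Te changed by -4.37 and -3.54, which are uncertain because they overlap or adjoin genes on the other strand and the use of strand in counting is not given in the sources used here. Of 13 mitochondrially encoded protein genes 5 fell, and 8 adjusted over the list alone, with mt-Nd6 at -2.35 and mt-Co3 at -2.12 (camera adjusted p = 3.28e-07, adjusted p = 0.485 with an estimated correlation). Nr1i3 changed by -3.00 and Nr1h4, the bile acid receptor FXR, by -0.97. Of 11 lymphocyte markers 4 fell, and 4 adjusted over the list alone, among them the B cell genes Ighm (-1.03), Cd79b (-0.95) and Cd79a (-0.90), and the list lay lower (camera adjusted p = 9.8e-06, adjusted p = 0.409 with an estimated correlation). Hamp lost its call without W2 Control replicate 1 (3.40, adjusted p = 0.0675) or cKO replicate 2 (3.34), Cd79a without the same libraries (-0.80 and -0.66) and mt-Co3 without cKO replicate 1 (-1.52). Ighm lost it without Control replicate 1, Control replicate 2 or cKO replicate 2 (-1.05, -1.02 and -0.64), and Cd79b without the last 2 of these (-0.78 and -0.75).

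By FPKM Hnf4a was not lower at W2 in these libraries. It stood at 54.7 and 62.0 FPKM in Control and 80.3 and 79.2 FPKM in the libraries labelled cKO (log2 fold change 0.45, SE 0.18, adjusted p = 0.0824), or 0.06 rescaled and -0.05 on the nuclear scale. Of the 30 Hnf4a targets 10 rose and 2 fell, or 11 and 2 adjusted over the list alone, but 4 rose and 7 fell after rescaling and on the nuclear scale, and the list did not pass (median 0.64, camera adjusted p = 0.701). Apoa2 rose by 1.09 (adjusted p = 0.014) and Cyp8b1 by 1.25 (adjusted p = 0.0366), and neither was called after rescaling (0.69 and 0.87). Apoc3, Mttp and Alb stood at -0.10, 0.33 and 0.65, not called, and Mttp turned to -0.05 after rescaling. Afp rose by 3.31 (SE 0.63, adjusted p = 0.00219) and Gpc3, a further fetal gene, by 2.47, and of the 15 fetal genes 5 rose and 1 fell, also adjusted over the list alone, without a call for the list (camera adjusted p = 0.928). The ductal and progenitor genes Krt19 and Epcam rose by 1.08 and 0.99, and Krt19 was not called after rescaling (0.89, adjusted p = 0.0761). Without Control replicate 1, Control replicate 2 and cKO replicate 1, Krt19 stood at 1.02, 1.15 and 0.87 without a call, and calls were also lost for Apoa2 without either Control replicate (1.05 and 1.14) and for Cyp8b1 (0.84 and 0.94) and Epcam (0.90 and 0.58) without Control replicate 2 or cKO replicate 1.

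At W2 4344 genes were called, 3675 higher (84.6%) and 669 lower, and after rescaling 2105 higher (49%) and 2187 lower. On the nuclear scale the split was 1622 higher and 2276 lower. The same direction was called under all 3 scalings for 1618 higher and 669 lower genes. The count was 2674 without Control replicate 1, 2089 without cKO replicate 1 and 2603 with the W2 libraries alone.

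At W4 many hepatocyte genes were lower and many ductal and matrix genes higher in the libraries labelled cKO. Hnf4a fell from 156 and 124 FPKM in Control to 74.9 and 94.4 FPKM (log2 fold change -0.72, SE 0.18, adjusted p = 0.0044; -1.22 after median-of-ratios rescaling), and was not called without cKO replicate 1 (-0.55, adjusted p = 0.0536). Of the 30 Hnf4a targets 22 fell and 2 rose, with the same counts adjusted over the list alone (median -1.43, camera adjusted p = 2.54e-12, adjusted p = 0.135 with an estimated correlation). Slc10a1, the bile acid uptake carrier, changed by -3.54 (SE 0.38), the urea cycle gene Otc by -2.65, Slco1b2 by -2.58, Apoa2 by -2.36, Pklr by -2.31, Apoc3 by -2.02 and Cyp8b1 by -1.48. Mttp stood at -0.29 (adjusted p = 0.245), and was lower after rescaling (-0.79, adjusted p = 0.0029). Apoa2, Apoc3, Cyp8b1 and Mttp were named by the study from these samples and are not independent evidence of the list's direction, and without these 4 the list gave a median of -1.30 (camera adjusted p = 1.46e-10). Cyp8b1 was not called without Control replicate 2 (-0.99) or cKO replicate 2 (-0.86).

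Members of other hepatocyte lists fell at W4 as well. Of 22 liver transcription factors 10 fell and 3 rose, also adjusted over the list alone (camera adjusted p = 0.000258, adjusted p = 0.294 with an estimated correlation), with Nr1i3 at -4.99, Dbp at -2.33, Nr1h4 at -1.86 and Cebpa at -1.74. Of 13 genes that the study tested for m6A by immunoprecipitation and qPCR, a list it chose and thus not independent evidence, 7 fell and 2 rose, also adjusted over the list alone (camera adjusted p = 0.0109, adjusted p = 0.423 with an estimated correlation). Of 30 secreted protein genes 14 fell and 2 rose, also adjusted over the list alone (camera adjusted p = 2.46e-09, adjusted p = 0.429 with an estimated correlation), with the complement gene C8a at -6.05 and Ttr at -2.08. After rescaling 22 of them fell and 1 rose, and on the nuclear scale 19 fell and 2 rose. Alb changed by -1.33 (SE 0.29, adjusted p = 0.00186), a call that was lost with no filter on low values and with the W4 libraries alone. Of 20 xenobiotic genes 13 fell and 1 rose, also adjusted over the list alone (camera adjusted p = 7.14e-08, adjusted p = 0.266 with an estimated correlation), with Ces3a at -5.60 and Cyp2c37 at -4.86.

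Several metabolic lists lay lower at W4, while fatty acid oxidation and lipid droplet genes did not. Of 16 lipogenic genes 10 fell and 1 rose, or 11 and 1 adjusted over the list alone (camera adjusted p = 3.59e-07, adjusted p = 0.135 with an estimated correlation). The desaturase gene Scd1 fell from 511 and 751 FPKM to 14 and 11.5 FPKM (log2 fold change -5.50, SE 0.29), Thrsp changed by -7.15 and Mlxipl, the glucose-sensing factor ChREBP, by -3.15. Of 15 glucose and glycogen genes 10 fell and 0 rose, also adjusted over the list alone (camera adjusted p = 6.89e-08, adjusted p = 0.135 with an estimated correlation), with the fructose enzyme gene Khk at -3.57. Of 18 urea cycle and amino acid genes 12 fell and 2 rose, also adjusted over the list alone (camera adjusted p = 2.73e-06, adjusted p = 0.135 with an estimated correlation). Of 18 bile acid genes 10 fell and 4 rose, or 10 and 5 adjusted over the list alone (camera adjusted p = 0.000156, adjusted p = 0.135 with an estimated correlation), with the uptake carrier gene Slco1a1 at -5.93 and the efflux pump gene Abcc4 at 3.20. Of 14 pericentral and of 12 periportal genes 8 fell and 3 rose in each list, also adjusted over the list alone (camera adjusted p = 0.000479 and 0.0018, adjusted p = 0.135 and 0.41 with an estimated correlation). Fatty acid oxidation genes were divided, with 7 of 20 higher and 4 lower, also adjusted over the list alone, but 5 higher and 7 lower after rescaling. Their median was 0.29 but -0.22 after rescaling (camera adjusted p = 0.671 with a downward direction). Of 13 lipid droplet genes 9 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 0.349), with the lipid uptake gene Cd36 at 4.04 and Hilpda at 3.78, and after rescaling 7 rose and 3 fell.

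Stellate, ductal, macrophage and endothelial genes were higher at W4. Of 24 stellate cell, myofibroblast and matrix genes 24 rose under each of the 3 scalings and adjusted over the list alone (median 2.25, 1.87 rescaled; camera adjusted p = 6.68e-07, adjusted p = 0.417 with an estimated correlation). Col1a1 rose from 1.30 and 2.66 FPKM to 36.0 and 26.8 FPKM (log2 fold change 3.47, SE 0.30, adjusted p = 1.8e-06), Timp1 by 2.92, Col3a1 by 2.71, Vim by 2.52, Acta2 by 2.44 and Pdgfrb by 1.96. Of 14 cholangiocyte and progenitor genes 13 rose and 0 fell, or 14 adjusted over the list alone (median 3.24, camera adjusted p = 2.23e-05, adjusted p = 0.41 with an estimated correlation), with Cldn4 at 4.53, Epcam at 3.76, Sox4 at 3.46, Krt19 at 3.30, Krt7 at 3.09 and Sox9 at 1.60. The study had also measured Krt7, Krt19, Epcam, Sox9, Col1a1, Acta2 and Pdgfrb by RT-qPCR, so these members are not independent evidence of direction. Of 22 macrophage markers 20 rose, or 21 adjusted over the list alone (camera adjusted p = 0.000107, adjusted p = 0.485 with an estimated correlation), with Gpnmb at 3.07 and Cd68 at 2.90. Of 16 endothelial markers 15 rose, also adjusted over the list alone (median 1.19, camera adjusted p = 0.00813, adjusted p = 0.731 with an estimated correlation), with Cdh5 at 2.03 and Pecam1 at 1.97.

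Most listed TGF-beta, cell cycle and p53 genes and part of the fetal genes rose at W4. Afp (mm10 chromosome 5, 90490737 to 90508907) rose from 1.64 and 2.43 FPKM to 423 and 112 FPKM (log2 fold change 6.18, SE 0.63, adjusted p = 6.04e-06), Gpc3 by 5.58, H19 by 4.42 and Bex1 by 4.23. Of the 15 fetal genes 10 rose and 0 fell, also adjusted over the list alone, and 7 rose after rescaling (camera adjusted p = 0.127, adjusted p = 0.76 with an estimated correlation, and 0.0257 after rescaling with the preset correlation). Of 19 TGF-beta pathway genes 18 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 0.00027, adjusted p = 0.452 with an estimated correlation), with Ctgf at 3.74 and Tgfb1 at 1.88. Of 25 cell cycle genes 21 rose, also adjusted over the list alone (camera adjusted p = 0.00673, adjusted p = 0.797 with an estimated correlation), with the replication genes Mcm2 at 2.41 and Mcm5 at 2.21. Of 19 p53 and apoptosis genes 16 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 0.000185, adjusted p = 0.135 with an estimated correlation), with Phlda3 at 4.87, Tnfrsf10b at 3.22 and Ccng1 at 2.53. Of 18 m6A writers, erasers and readers 12 rose, also adjusted over the list alone, but 6 rose and 1 fell after rescaling (camera adjusted p = 0.0918), with Ythdf2 at 2.14 and Ythdf1 at 1.08, and Mettl14, the partner of Mettl3, at 0.54 as deposited and 0.23 without a call after rescaling, nor was it called without Control replicate 2 (0.47) or cKO replicate 1 (0.50).

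The single genes that moved farthest upward at W4 were Ly6d (6.98), Afp, Pdk4 (6.14), Slpi (5.79) and Enc1 (5.69), each on the log2 scale. Slpi was listed at 0 in both Control libraries and at 57.0 and 51.5 FPKM in those labelled cKO. Those that moved farthest downward were the major urinary protein genes Mup3 (-10.61) and Mup9 (-7.43), Serpina1e (-9.14), Sult2a8 (-7.50) and Thrsp (-7.15). Mup3 stood at 6270 and 4200 FPKM in Control against 2.30 and 2.26 FPKM, and Serpina1e at 6110 and 626 FPKM in Control against 2.79 and 2.18 FPKM. The Mup, Serpina1 and Sult2a genes belong to near-identical families, so values of separate members are uncertain.

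At W4 8833 genes were called, 6989 higher (79.1%) and 1844 lower, with the median gene shifted by 0.44 as deposited and by 0.09 after median-of-ratios rescaling. Rescaling gave 4386 higher (58%) and 3172 lower genes, and 4386 higher and 1632 lower genes were called in the same direction under all 3 scalings. No gene called as deposited was called in the opposite direction under another scaling at any age.

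**Figure D3:**
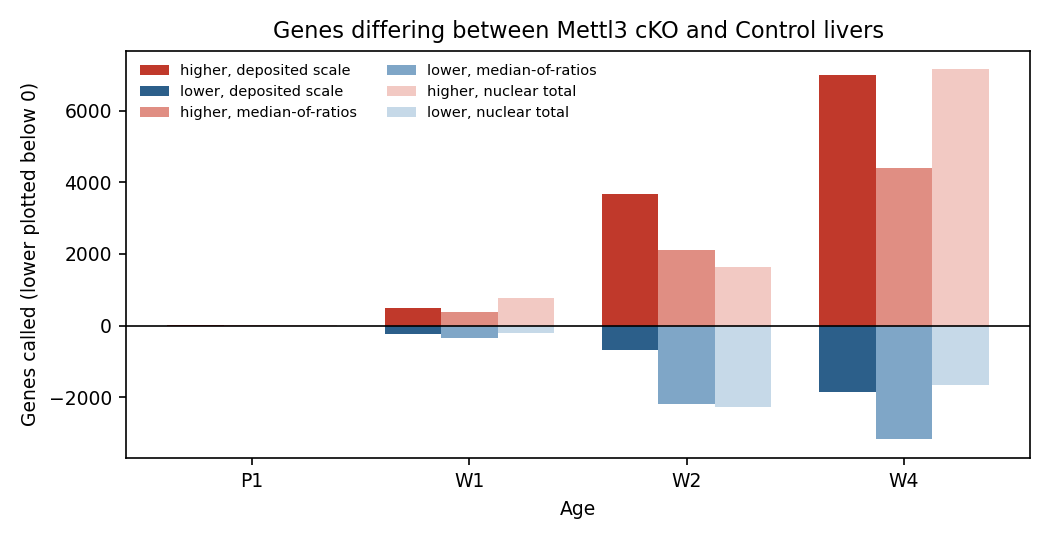
Number of genes called higher (above 0) or lower (below 0) in the libraries labelled cKO at each age, with 1 bar for each of the 3 scalings. At W2 the split was 3675 higher and 669 lower as deposited, 2105 and 2187 after median-of-ratios rescaling and 1622 and 2276 on the nuclear scale.

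**Figure D4:**
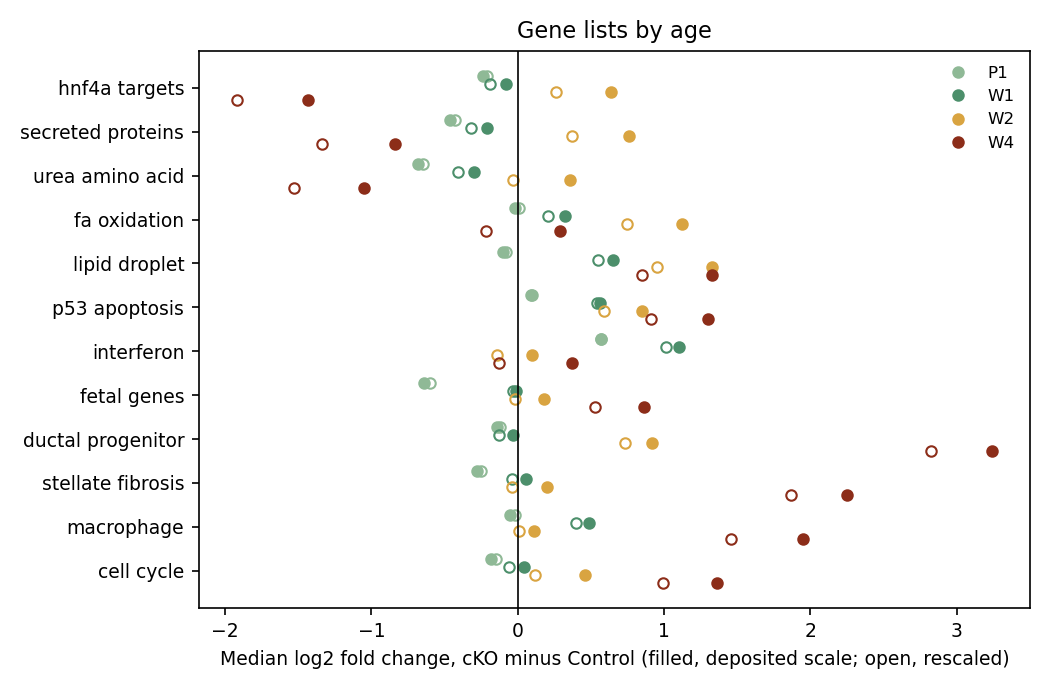
Median log2 fold change of 12 gene lists at each age, as filled points for the deposited scale and open points after median-of-ratios rescaling, with the age given by colour. The median of the Hnf4a targets was -1.43 at W4 as deposited, and that of the fatty acid oxidation genes at W4 turned from 0.29 to -0.22 after rescaling.

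Averaged over the 4 ages, Col20a1, Phlda3, Tgm7, Ifi27l2b and the acyl-CoA thioesterase gene Acot2 were the most increased genes and Sult2a2, Rdh16f2, Cyp2c50, Nr1i3 and Cyp2c54 the most decreased ones among those with 1 direction at all ages. Col20a1 rose by 3.88 (SE 0.17, adjusted p = 5.94e-08), Phlda3 by 2.83 (SE 0.11), Tgm7 by 2.64, Ifi27l2b by 2.52 and Acot2 by 2.51. Sult2a2 changed by -3.25 (SE 0.36), Rdh16f2 by -3.13 (SE 0.15), Cyp2c50 by -2.85, Nr1i3 by -2.84 and Cyp2c54 by -2.77, of which the Sult2a and Cyp2c genes have near-identical copies and are uncertain. Hnf4a stood at -0.14 (SE 0.09, adjusted p = 0.228) and was called lower after rescaling. The mean effect was called for 7512 genes, 6049 higher (80.5%) and 1463 lower, or 3323 (53.6%) and 2878 after rescaling, and 2937 of the 7512 had 1 sign at all 4 ages. With a term for sex the count was 3674.

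Whether the genotype effect depended on age was tested by the interaction, and 7391 genes passed. Between successive ages the effect differed for 3 genes from P1 to W1, 30 from W1 to W2 and 5069 from W2 to W4. Hnf4a (interaction adjusted p = 0.0161), Afp (0.000503), Phlda3 (9.42e-06) and Apoa2 (0.00038) were among the 7391, whereas Mettl3 (0.841) and Col20a1 (0.223) were not. The Hnf4a targets differed between W2 and W4 (camera adjusted p = 6.19e-13, adjusted p = 0.124 with an estimated correlation).

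Genes called at more than 1 age mostly kept their direction, and the ages share no libraries. Of 554 genes called at both W1 and W2, 99.1% had the same sign (exact binomial 95% interval 97.9 to 99.7%, across genes, which are not independent), and 425 were higher at both against 119 from independent lists. Of 578 genes called at both W1 and W4 the share was 96.4%, and of 2971 called at both W2 and W4 it was 90.7%, or 82.7% after rescaling. Of the 25 genes called at P1, 17 were called at W1 (94.1% with the same sign), 17 at W2 (88.2%) and 15 at W4 (100%). Called or not at the later age, 92% of the 25 had the same sign at W1, 68% at W2 and 84% at W4, and over all genes Spearman's rho of the effects was 0.13 for P1 and W1, -0.18 for P1 and W2 and -0.05 for P1 and W4. At P1 and W4 7 genes were higher at both against 5.2 from independent lists, and 8 were lower at both against 1.7. For P1 and W1 these counts were 9 higher against 0.4 and 7 lower against 0.2, and for P1 and W2 9 against 2.7 and 6 against 0.6.

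Postnatal development itself changed 8114 genes in Control livers from P1 to W4, 1843 higher and 6271 lower, or 3039 higher and 4530 lower after rescaling. Of 453 genes that rose in Control from P1 to W2, 250 were lower and 49 higher at W4 in the libraries labelled cKO (median log2 fold change -0.88). Of 4453 that fell, 2695 were higher and 187 lower (median 0.71). Of all 14913 genes 6989 were higher and 1844 lower at W4 (median 0.44). The rising and falling genes were taken as deposited, with a mitochondrial share of 58.1 and 59.0% in the W2 Control libraries. The mean of rising minus falling genes was 1.18 and 1.73 in the W4 Control libraries and -0.42 and -0.23 in those labelled cKO. Across genes Spearman's rho between the developmental change and the W4 genotype effect was -0.31, with no Control library shared by both. At P1, W1 and W2 the difference in this score was -0.07, -0.23 and -0.08, with the developmental genes taken from other pairs of ages. Genes are not independent replicates, so no p-value is given.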

Values the study reported

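The study reported that all mice with the hepatic Mettl3 deletion died within 7 weeks of birth. It sequenced RNA of 2 individuals for each time point. From separate m6A-RIP libraries of wild-type livers it reported 15139 peaks in 6330 genes at 1 day, 12483 in 5522 genes at 1 week, 12615 in 5515 genes at 2 weeks, 10561 in 4856 genes at 4 weeks and 6806 in 3445 genes at 8 weeks.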

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

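The tests in this part on Mettl3, on the mitochondrial share, on the hepatocyte share and on the sign of W1 genes at W2 were chosen only after the result was seen, as were the nuclear scale and the term for sex. The genotype effect was not the same at all ages. It differed between ages for 7391 genes, and between successive ages for 3 genes from P1 to W1, 30 from W1 to W2 and 5069 from W2 to W4. When the libraries were regrouped at random within ages, 7 of 100 splits, the real one included, gave at least 7391 genes (highest other 9159), so that chance is not excluded for this count. The 6 others all kept or exchanged both groups whole at 3 or more ages, which leaves the genotype effects of those ages in the comparison. For the mean effect 1 of 100 splits, the real one, reached 7512 genes (highest other 5643).

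Among named genes, Apoa2 (interaction adjusted p = 0.00038), Cyp8b1 (0.0122), Cebpa (0.000863), Pklr (0.000153) and Ttr (0.000228) were higher at W2 and lower at W4. Of these only Cebpa kept its W2 call after median-of-ratios rescaling (0.84, adjusted p = 0.0414). Ass1 (0.000428) was lower at P1, higher at W2 and lower at W4, Tdo2 (0.00226) lower at W1 and higher at W2, and Ighm (0.0054) lower at W2 and higher at W4. After rescaling Ass1 at W2 and Ighm at W4 were not called (adjusted p = 0.0583 and 0.052), whereas both calls of Tdo2 were kept, but that at W1 was lost with any 1 of the 4 W1 libraries left out and with a term for sex (adjusted p = 0.586). The Hnf4a targets differed between W2 and W4 at an adjusted p of 6.19e-13 (adjusted p = 0.124 with an estimated correlation).

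By the value per gene as deposited Mettl3 RNA was not lower in the libraries labelled cKO. An exchange of the 2 genotypes at 1 age could give this at that age. At every age, however, most called genes had the sign of the mean of the other ages after rescaling. The lowest share was 68.5% at W4 (95% interval 67.4 to 69.5%, across genes, which are not independent). These shares argue against such an exchange. An exchange at all ages was not tested here, and against it stands the study's RT-qPCR, in which Alb was lower and Afp, Krt7, Krt19, Epcam, Sox9, Col1a1, Acta2 and Pdgfrb were higher in cKO livers, the direction of the libraries labelled cKO at W4. Library composition might raise all values. After rescaling the mean effect of Mettl3 was 0.13 (SE 0.07, adjusted p = 0.151 by limma), which was not called. The rescaled effect was 0.34 at P1 and 0.37 at W1, where the groups also differed in sex. It was -0.08 at W2 and -0.11 at W4, and no age was called. The direction at W2 and W4 thus depended on the scaling. Whether composition is the whole cause of a value that is not lower stays open, because the rescaled mean cannot be told from 0. Reads from the exons that remain, at an unchanged transcript level, could leave a value between -0.72, the log2 of the undeleted share, and 0, and with 0.13 after rescaling and 0.35 as deposited this and a rise of the remaining transcript cannot be told apart, and reads by exon would separate them.

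More genes were higher than lower at W2 and W4. At W2 the lower mitochondrial share in the libraries labelled cKO may account for the excess, since 41.6% of calls were higher on the nuclear scale. At W4 the same scale gave 81.3% with a median shift of 0.48, which argues against mitochondrial transcripts as the cause. Leaving out the 100 most abundant other genes as well gave 71.7% with a median shift of 0.28. This argues against a few abundant transcripts as the whole cause, but part of the excess may come from them. Median-of-ratios rescaling gave 58% with a median shift of 0.09, so the excess depended on the scaling. A lower share of hepatocytes with other cells in constant proportions might raise the genes of other cells alike. The stellate genes rose by 1.04 more than the endothelial genes on the log2 scale (pooled SD 0.27), the largest gap between these lists. Endothelial minus macrophage genes gave -0.70 (pooled SD 0.17) and stellate minus macrophage genes 0.35 (pooled SD 0.21). The gaps to the endothelial genes argue against a lower hepatocyte share as the only cause, whereas stellate and macrophage genes rose more alike. By staining, the study reported more Sox9- and CK19-positive cells, an expansion of ductular cells and a larger αSMA-positive area in cKO livers. The RNA values alone do not tell cell number from expression. For the stellate, endothelial and macrophage genes this stays open, and single-nucleus counts would separate these.

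At W1 sex and genotype coincided. Sex could have made the W1 calls. Of 693 autosomal genes called at W1 after rescaling, however, 93.2% had the same sign at W2, where all livers were male (95% interval 91.1 to 95%, across genes, which are not independent). This argues against sex as the cause of most of the W1 calls. With a term for sex, which rests only on the male and the female P1 Control library, 2.4% of the 720 calls remained (17 genes). This left the question undecided because the term raised the median SE from 0.20 to 0.35 while the median absolute log2 fold change went only from 0.98 to 0.95 and 717 genes kept their sign. Of the 720 genes 646 were also called in the same direction at W2 or W4, where many genes were called. At both W1 and W4 399 genes were higher against 226.4 from independent lists, and 158 were lower against 29.3. A later call does not exclude an effect of sex at W1. For single genes the effects of sex and of genotype at W1 therefore cannot be told apart, and W1 livers of 1 sex would separate them.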

How the results depend on the processing

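Main limits are 2 libraries per group, coinciding sex and genotype at W1, the unknown counting method and the dependence of the direction of many W2 and W4 genes on scaling. The nuclear scale, limma-voom, the term for sex, the fits without W1 or W2, the fit of W2 and W4 alone, the estimated correlation for the Hnf4a list, and the alternatives for development, shared calls and list scaling were chosen after seeing the data, and where a value moved the cause was not tested. The 25 genes of P1 became 98 without the filter on low values, 39 on the nuclear scale, 12 with a term for sex, 1 with the P1 libraries alone and 220 with the study's threshold, and 2 to 30 with a library left out. The 720 of W1 became 18 with a term for sex, 345 with log2 fold change over 1 and 223 to 768 with a library left out. The 4344 of W2 became 2780 with W2 and W4 alone, 2603 with W2 alone, 1796 with log2 fold change over 1, 1875 with the study's threshold and 2089 to 4527 with a library left out. The 8833 of W4 became 4694 and 4721 with these thresholds and 6877 to 8928 with a library left out. The mean effect gave 3674 with a term for sex, 630 with log2 fold change over 1 and 6509 to 7679 with a library left out, development 4292 with log2 fold change over 1 and 6355 to 8255 with a library left out, and the interaction 3800 with W2 and W4 alone and 5323 to 7608 with a library left out. The 3800 genes with W2 and W4 alone rest on 1 difference between ages and not on the joint test of 3. For that difference the full fit gave 5069 genes. With a library left out the median of the Hnf4a targets ranged from -0.32 to -0.15 at P1, -0.30 to 0.03 at W1, 0.41 to 0.63 at W2 and -1.43 to -1.22 at W4, and at W4 the median of -1.43 had an adjusted p = 0.135 with an estimated correlation, with which 0 of 136 list tests passed in place of 52 (50 after rescaling). The development difference at W4 was -1.46 after rescaling and -2.06 to -1.48 with a library left out (P1 -0.13 to -0.01, W1 -0.33 to -0.14, W2 -0.11 to -0.05). The share of equal signs was 100% for P1 and W1 with 0.1 FPKM added, 97.9% for W1 and W4 and 92.7% for W2 and W4 without the filter, and 82.7% for W2 and W4 after rescaling. With a term for sex Xist at W1 turned to -0.21 and Eif2s3y at W1 to 0.48, the only signs to turn among called genes named in the text; genes without a call, such as Mettl3 at W2, also turned. Of the results on genes chosen by the naming rule, 5 lost and 3 gained a call by rescaling, 4 and 1 by limma-voom, 6 and 1 on the nuclear scale and 16 and 1 without the filter on low values (Cpt2, Cxcl10, Hal, Isg15, Marco, Sds, Tdo2, Kdm5d, Uty, Xist and Eif2s3y at W1 among them), and with the term for sex 36 lost it beside the 2 whose sign turned.

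Replicate numbers did not pair the libraries (correlations of same-numbered deviations 0.02, 0.13, 0.02 and 0.09). With the number as a block the counts were 7 at P1, 464 at W1, 4058 at W2, 8659 at W4, 7198 for the mean effect and 6636 for the interaction, 51 list tests passed, and 100% of genes called at both P1 and W1 had equal signs, and Ass1, Bcas1, Car3, Rdh16f2, Trip10 and Zpr1 at P1, Cpt2, Cyp4a14, Hal and Tdo2 at W1 and Cyp8b1 and Krt19 at W2 were not called.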

Other observations

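The list tests after rescaling and on the nuclear scale were chosen only after the result was seen, and so was the judgement that 5 genes are too few for the test of upstream genes. Acute-phase genes were divided. At W2 6 of 16 rose and 0 fell, also adjusted over the list alone, with the haptoglobin gene Hp at 2.37 and Hamp at 3.68. After rescaling 4 rose and 1 fell at W2, and on the nuclear scale 3 and 1. At W4 5 rose and 2 fell, also adjusted over the list alone, but 5 rose and 5 fell after rescaling. The lipocalin gene Lcn2 stood at 4.98 and Crp at -2.88 at W4 (list median 0.24, -0.22 after rescaling, camera adjusted p = 0.473 with a downward direction). Of 18 circadian genes 7 fell and 1 rose at W4, also adjusted over the list alone, among them the output genes Dbp (-2.33) and Tef (-1.81), and the list passed (camera adjusted p = 0.000208, adjusted p = 0.135 with an estimated correlation). Of 13 growth hormone and IGF genes 5 fell and 1 rose at W4, or 4 and 1 adjusted over the list alone, with Igf1 at -1.84 and Igfbp1 at 4.23 (camera adjusted p = 0.0112, adjusted p = 0.41 with an estimated correlation). Of 18 erythroid genes 5 fell and 1 rose, or 4 and 1 adjusted over the list alone, with the heme synthesis gene Alas2 at -2.19 (camera adjusted p = 0.00418, adjusted p = 0.585 with an estimated correlation, and 0.0712 after rescaling).

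Of 20 cholesterol synthesis genes 7 rose and 4 fell at W4, but 1 rose and 6 fell after rescaling (median 0.06 and -0.32, camera adjusted p = 0.129). Of 20 genes of the integrated stress and unfolded protein responses 11 rose and 3 fell, but 7 rose and 4 fell after rescaling (camera adjusted p = 0.8). Of 14 immediate early genes 6 rose and 0 fell, but 5 rose and 2 fell after rescaling (camera adjusted p = 0.792). As deposited, all 3 lists had the same counts adjusted over the list alone. None of 14 neutrophil genes was called by limma at W4, and 1 fell at W2 with 0 adjusted over the list alone (camera adjusted p = 0.000952, adjusted p = 0.675 with an estimated correlation). Because camera compares a list with all other genes, its direction at W4 was downward for the cholesterol, neutrophil, lymphocyte and interferon lists although their medians were 0.06, 0.10, 0.01 and 0.37. Of the 34 lists 9 passed at P1, 14 at W1, 7 at W2 and 22 at W4, and none did with an estimated correlation. At P1 the stellate and erythroid lists also lay lower (camera adjusted p = 0.00545 and 0.0443, adjusted p = 0.731 with an estimated correlation for both), with 0 genes called by limma, and the erythroid list did not pass on the nuclear scale (0.173). At W1 the lipid droplet list lay higher with 0 genes called by limma over all genes and 5 higher adjusted over the list alone (median 0.65, camera adjusted p = 0.0033, adjusted p = 0.421 with an estimated correlation).

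If loss of m6A alone stabilised transcripts, genes rich in its motif might rise most. Across 10760 genes Spearman's rho between the density of GGAC in the 3' UTR and the mean effect was 0.07. This was the highest of the 12 arrangements of the same bases (0.02 to 0.05 for the others). At P1 it was 0.12, again the highest, with CAGG next at 0.11. At W1, W2 and W4 it was 0, 0.04 and 0.05, and other arrangements reached or passed it (ACGG 0.01 at W1 and 0.05 at W4, CAGG 0.07 at W2). The rho of GGAC with the mean effect stayed under the bound of 0.1 set before this result was seen, which argues against a strong relation of motif density with the mean effect. A weak relation and the value at P1 stay open. Motif density does not show which sites carry m6A, and measured m6A was not used, so this does not decide whether loss of m6A caused the effect. Genes carried along with the Mettl3 allele on chromosome 14 could also differ. Within 5 Mb 50 of 119 tested genes were called (42%, against 50.5% on the other autosomes, one-sided Fisher's exact p = 0.974). Called genes were thus not in excess near Mettl3. With 50.5% called elsewhere the test could not show a few carried genes, so it does not decide this.

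Tgm7, Fam71f2, Fbp2, Tmem171 and Kcnk16 were near 0 in Control and on in the libraries labelled cKO at all ages, and Fbp2, a muscle form of a gluconeogenic enzyme, went from a mean of 0.235 to 8.20 FPKM. Transcription that runs on from a gene upstream might produce this, and the median distance to the upstream gene, 18512 bp, lay at percentile 16.1 of 10000 random lists (median 50779 bp). This stayed undecided because only 5 genes entered.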
